A study of Rattus norvegicus with 108 samples. Its data were reported in "Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increase in energy metabolism and region-specific chromatin remodelling" (2022).

How the data were processed

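Dorsal and ventral dentate gyrus (dorDG and venDG) were punched from brains of male rats, 2 months old at the start, that received fluoxetine at 18 mg per kg (FT) or water (Sham) for 6 weeks. The labels list 108 sequencing libraries of 10x Genomics 3′ gene expression and give each one's region, treatment, replicate number and reaction. The labels speak of nuclei alone, whereas the study's methods describe suspensions of whole cells and of nuclei from portions of the same tissue. Neither says which reaction held which. Groups came from the labels. A replicate is a replicate number of the labels with all its reactions summed. The authors number the replicates differently in their cell annotation, but 0 label replicates mix cells of more than 1 of the authors' numbers.

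The deposited tables hold raw UMI counts per gene and cell for each region, which the authors made with Cell Ranger after filtering cells by detected genes, UMIs and mitochondrial share and after assigning cell types. The authors' annotation of dorDG, a table of other per-cell information, gives a cell type name (12 types), genes per cell and total counts per cell. The tables held 1289 dorDG and 2228 venDG cells and 19127 genes. The authors' log-normalized venDG values are a transform of the same counts and were not used. The filter written in the study's methods (at least 1000 genes, at most 20000 UMIs and at most 25% mitochondrial UMIs) would keep 2549 of the 3517 cells. The tables include 960 cells with under 1000 genes, down to 499, and 22 cells above 25% mitochondrial UMIs, and the study describes limits set per major cell type. No further cells were removed on quality. Of the venDG columns, 170 carry a second suffix on the reaction name that no label explains, and 167 of them repeat the barcode of a cell in the same reaction. They were left out, which left 2058 venDG cells and 3347 in all.

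Gene symbols were used as the tables give them. Of 19127 symbols, 14429 matched a symbol and 1057 an older name in an annotation of the rat assembly GRCr8 (81.0%), which was used for names only because no build is stated for these data. Sets of genes were defined by fixed symbol rules: 24 mitochondrially encoded genes, 121 cytosolic ribosomal protein genes and 82 nuclear-encoded oxidative phosphorylation genes. Ribosomal protein, oxphos and hemoglobin genes have many related copies and pseudogenes, so reads may be shared or lost among them, and the tables give no way to measure this. To check that no replicate repeats another, the summed counts of the 36 pairs of replicates within groups were compared over genes with at least 10 counts, and all differed beyond counting error (chi-square per degree of freedom 2.97 to 17.1).

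Because the venDG counts come without cell type names, venDG cells were clustered with scanpy on log-normalized counts of 2000 variable genes, 30 principal components, 15 nearest neighbours and Leiden resolution 2.0. A cluster took a type's name with the ending "-like" when at least 3 of the type's fixed markers were at least 2-fold above the other cells and detected in at least 10% of its cells, and no other type had as many. Of 29 clusters, 23 were named with 10 names, and 6 with 348 cells (16.9%) stayed unnamed. No doublet caller was run. Among the unnamed clusters, those of 28 and of 14 cells had as many endothelial as mural markers at a median of 2.53 and 2.12 times the UMIs of their replicates' other cells, so doublets cannot be excluded.

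For differential expression, UMI counts were summed per replicate and cell type over replicates with at least 5 cells of the type, and types with at least 3 such replicates per group were tested with the edgeR quasi-likelihood F-test after TMM normalization. Genes with a mean of at least 0.5 UMIs per 10000 were tested. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.2 and an absolute log2 fold change of at least 0.32, the study's thresholds. The same test was run over all cells of a replicate, and as an interaction of region and treatment over cell classes found in both regions. Named genes are the 3 highest and the 3 lowest log2 fold changes among called genes whose groups do not overlap, leaving out unnamed loci, together with the genes the study named. Any other named gene is marked as chosen after its values were seen. Shares of cells and of UMIs and per-cell medians were compared by two-sided exact permutation tests of 1 value per replicate at a threshold of 0.05. Effects on shares were compared between regions by permuting treatment within region. The Spearman correlation of log2 fold changes in Oligodend1 and InhibNeuron cells was set beside that of 100 splits of the replicates. Low-ribosomal cells were separated at 2% of UMIs, a boundary chosen after the distribution was seen. Reaction order was taken from the reaction names.

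These tests, the gene sets, the markers, the naming rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2, library size without TMM, no expression filter, edgeR's filterByExpr, an adjusted p of 0.05, at least 10 cells or 1 cell per replicate, the study's equal-variance test on log2 values with a pseudocount of 0.01, its removal of replicates 3 median absolute deviations out, the replicate number as a block, omission of mitochondrial, ribosomal and oxphos genes, cells of at most 10% mitochondrial UMIs, cells thinned to 1000 UMIs, other share definitions, camera and fry set tests, and leaving out each replicate in turn. Alternatives added after the data were seen are the split of cells at 2% ribosomal UMIs, the low-ribosomal share as a covariate, the repeat-run cells, Leiden resolution 1.0, omission of hemoglobin-rich Granule cells, at least 1 cell for shares of UMIs and an adjustment over the 2 regions of the shares over all cells.

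The tests were tested on simulated data, drawn as negative binomial counts with the means and dispersions of the real replicates and up to 200 changed genes. Over all dorDG cells edgeR recovered 63.0% of 2-fold changes, with 13.7% of calls false, and 99.5% of 4-fold changes. DESeq2 recovered 79.5% of the 2-fold changes with 30.9% of calls false, and the study's test 12.5%. In Oligodend1 edgeR recovered 36.0% and 96.4% of 2-fold and 4-fold changes, over all venDG cells 87.0% and 100%, and in Astrocyte-like cells 5.53% and 81.3%. The interaction test recovered 32.5% and 98.0% over all cells, 17.5% and 94% in oligodendrocytes, and 0.5% and 32% in astrocytes, where 66.7% and 20% of calls were false. Small changes within a cell type would thus mostly be missed. Each gene was drawn independently, so shifts that many genes share within a replicate were not simulated. Over all dorDG cells with no change drawn edgeR called 3 genes, whereas other splits of the real replicates gave up to 1833. The false parts given here may therefore be too low for these data.

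Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.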

Results

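Droplet-based RNA profiles were collected from the dorsal dentate gyrus (dorDG) and the ventral dentate gyrus (venDG) of male rats that drank fluoxetine (FT), a serotonin reuptake inhibitor, or plain water (Sham). Each replicate is a pool of tissue, and a replicate, not a cell, was the unit of every test. The FT group of dorDG had 4 replicates (replicate 3 is missing from the labels and the table), and the other 3 groups had 5 each. The dorDG replicates held 570 FT cells (99 to 197 per replicate) and 719 Sham cells (100 to 230), and the venDG replicates held 1249 FT cells (119 to 384) and 809 Sham cells (42 to 331). Summed over cells, the unique molecular identifiers (UMIs) per replicate ranged from 583739 to 885307 in dorDG FT, from 490584 to 1105869 in dorDG Sham, from 657107 to 1523537 in venDG FT and from 220162 to 1100761 in venDG Sham. The smallest two-sided p that an exact permutation test can give is 0.0159 in dorDG (126 splits) and 0.00794 in venDG (252 splits). Genes are named by the symbols of the tables, and no coordinates are given because no genome build is stated for these data.

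Per-cell depth was compared first, since it bears on every later comparison. The replicate median of UMIs per cell was 4563 ± 1241 (SD, n = 4) in dorDG FT and 3593 ± 928 (n = 5) in Sham, a difference within the replicate spread (exact permutation test, two-sided, p = 0.222, as for all tests of shares and medians). In venDG it was 3882 ± 1131 in FT and 3066 ± 657 in Sham (exact permutation p = 0.183). Genes detected per cell differed by less than the replicate spread in both regions (exact permutation p = 0.746 and 0.389). The median mitochondrially encoded share of UMIs was 5.76% ± 0.40 in dorDG FT and 3.73% ± 1.07 in dorDG Sham (exact permutation p = 0.0159, the smallest this design allows, Benjamini-Hochberg adjusted p = 0.0952 over 6 comparisons). In venDG it was 5.37% in FT and 5.71% in Sham (exact permutation p = 0.579). Taking means instead of medians over cells turned that venDG difference from −0.334 to 0.0701 percentage points.

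Cells fell into separate modes by the share of UMIs from cytosolic ribosomal protein genes. Of 3347 cells, 1226 (36.6%) had a ribosomal share under 2%, with a median of 0.647%, and the others had a median of 5.61%. Only 177 cells (5.29%) lay between 1.5% and 2.5%. Cells under 2% are called low-ribosomal cells from here on. The low-ribosomal share of a replicate was 23.0% ± 13.0 in dorDG FT (n = 4) and 51.2% ± 14.7 in dorDG Sham (n = 5; exact permutation p = 0.0317, adjusted p = 0.0635 over the 2 regions). In venDG it was 30.3% ± 13.8 in FT and 40.1% ± 16.7 in Sham (exact permutation p = 0.325). By cell type of dorDG, 79.8% of Granule, 79.6% of InhibNeuron, 50.9% of Oligodend1, 11.1% of Mossy and 7.78% of Endothelial cells were low-ribosomal cells.

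**Figure D1:**
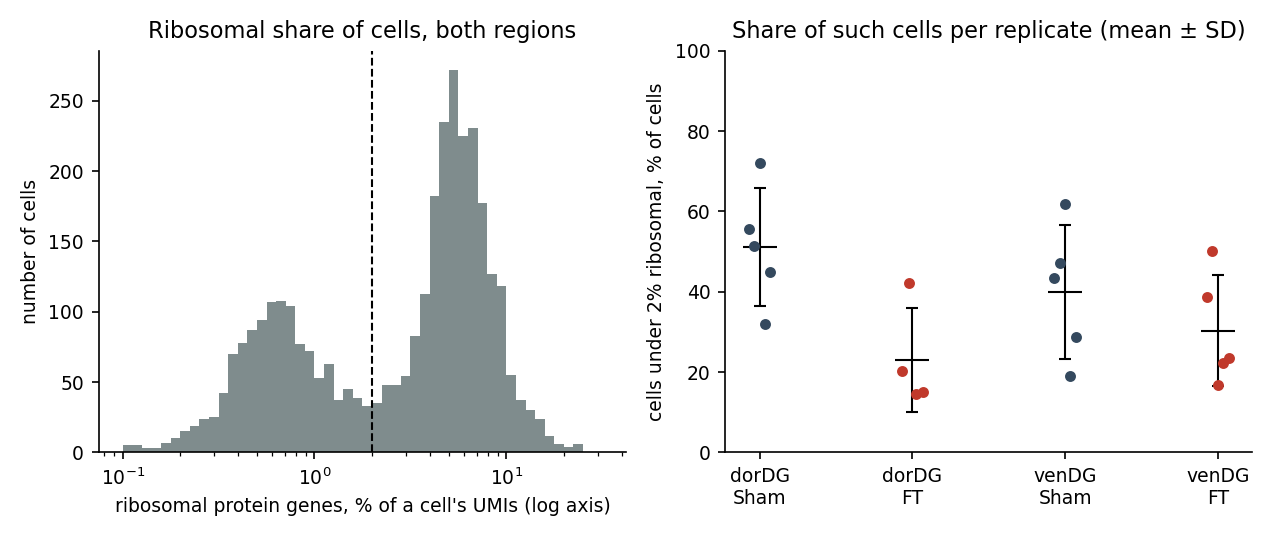
Left, histogram of the ribosomal protein share of UMIs per cell (percent, log axis) over 3347 cells, with a dashed line at 2%. Right, percent of cells under 2% in each replicate (points) of the 4 groups with mean and SD, where dorDG FT averages 23.0% and dorDG Sham 51.2%.

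The low-ribosomal share followed the 10x reaction a cell came from. In 8 replicates the labels name 2 reactions, and these are called the first and the second by the order of their names. Low-ribosomal cells made up 9.64% (4.08 to 15.5%) of the first reactions and 89.5% (78.3 to 95.9%) of the second, with the second above the first in 8 of 8 replicates (exact sign-flip permutation p = 0.00781, the smallest possible). The first reactions also had the higher oxidative phosphorylation share (1.58% against 0.577% of UMIs), ribosomal share (5.57% against 1.08%) and mitochondrial share (6.68% against 3.46%), each in 8 of 8 replicates (exact permutation p = 0.00781). Among cells of 1500 to 3000 UMIs the low-ribosomal share of the second reaction again lay above that of the first in 8 of 8 replicates. FT and Sham were then compared within the first and within the second reactions. In dorDG the low-ribosomal share differed by −1.08 percentage points (exact permutation p = 1) and in venDG by 3.30 (exact permutation p = 0.333). These tests permute 2 FT and 2 Sham replicates per region, which allows 6 arrangements and no p under 0.333. The other 11 replicates had 1 reaction each. In these, low-ribosomal cells made up 14.8% (14.5 to 15.2%) of dorDG FT replicates (n = 2) and 49.6% (31.9 to 72%) of dorDG Sham replicates (n = 3, exact permutation p = 0.2, the smallest possible). In venDG they made up 20.9% (16.9 to 23.5%) and 36.5% (18.9 to 61.9%; n = 3 each, exact permutation p = 0.3).

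Cell type shares address whether treatment changed the cellular make-up. For dorDG the authors' 12 cell type names were used. For venDG no names come with the counts, so clusters were named from fixed marker lists with the ending "-like". No share of the 22 types passed Benjamini-Hochberg adjustment. Mossy cells made up 8.64% ± 0.68 of dorDG FT cells (n = 4, 7.69 to 9.16%) and 2.86% ± 2.41 of Sham cells (n = 5, up to 5.93%), so that the groups did not overlap (exact permutation p = 0.0159, adjusted p = 0.349). Sham replicate 3 had 0 Mossy cells of 100, which allows a share of up to 3%. InhibNeuron cells made up 4.86% ± 3.35 of dorDG FT and 17.1% ± 11.8 of dorDG Sham cells (exact permutation p = 0.127, adjusted p = 0.47), and Granule cells 7.47% ± 2.90 and 10.8% ± 8.56 (exact permutation p = 0.603). Microglia2 and OPC (oligodendrocyte precursor) shares were higher in dorDG FT by 3.93 and 3.78 percentage points (exact permutation p = 0.0635 for both). In venDG, Granule-like cells made up 2.77% ± 2.21 of FT and 3.51% ± 2.89 of Sham cells (n = 5 each, exact permutation p = 0.667, adjusted p = 0.834). Restricting the cells to those of 2% ribosomal UMIs or more, an alternative chosen after seeing the data, moved the InhibNeuron difference from −12.3 to 0.793 percentage points (exact permutation p = 0.698). Among low-ribosomal cells the InhibNeuron difference was −19.1 points (8.86% ± 12.8 in FT and 28.0% ± 18.5 in Sham, exact permutation p = 0.143). Among cells of 2% or more the Mossy difference was 6.61 points (exact permutation p = 0.0159, adjusted p = 0.306). Within reaction order in dorDG, the Mossy difference was 3.88 points (exact permutation p = 0.333) and the InhibNeuron difference 1.17 points (exact permutation p = 0.667).

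**Figure D2:**
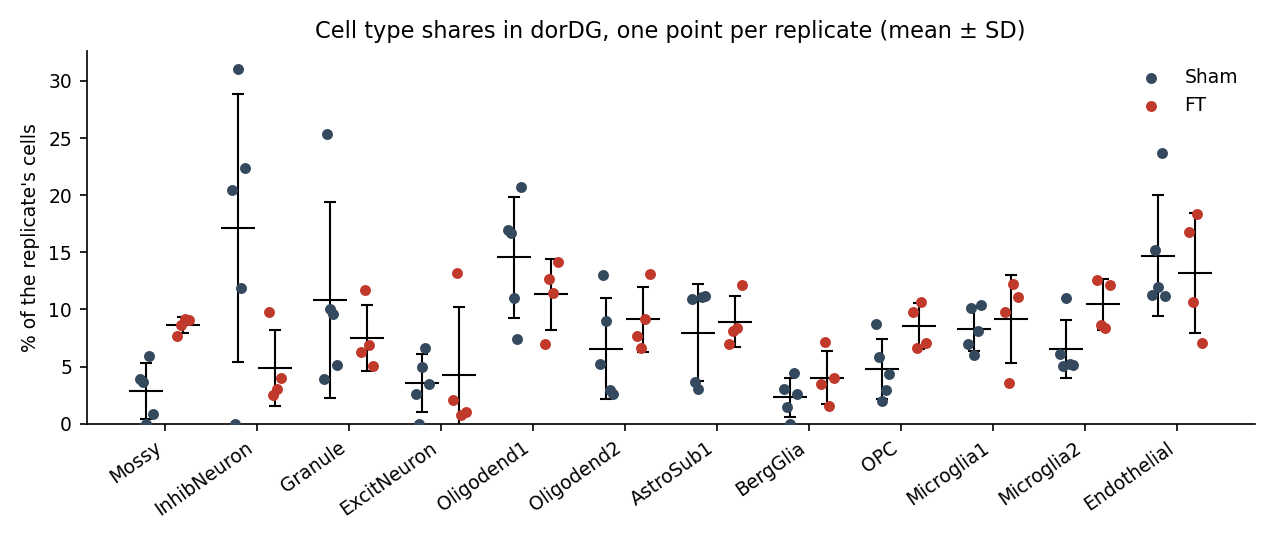
Percent of the replicate's cells in each of the 12 dorDG cell types, Sham and FT, with a point per replicate and mean and SD. The 4 FT replicates lie between 7.69% and 9.16% for Mossy cells, above all 5 Sham replicates.

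Differential expression was tested on UMI counts summed over all cells of a replicate, to set the tissue beside its cell types. In dorDG, edgeR called 1221 of 4274 genes (532 higher and 689 lower in FT; Benjamini-Hochberg adjusted p of at most 0.2 and an absolute log2 fold change of at least 0.32), against 1085 genes at an unadjusted p under 0.05. DESeq2 called 1849, of which 1215 were shared with edgeR. At an adjusted p of 0.05 edgeR called 0 genes, and with the replicate number as a block it called 0 at the main threshold. The count hung on single replicates: edgeR called 1 gene without Sham replicate 1, 2022 without Sham replicate 2, 0 without Sham replicate 3, 1832 without Sham replicate 4, 0 without Sham replicate 5, 479 without FT replicate 1, and 0 without either FT replicate 4 or FT replicate 5. Restricted to cells of 2% ribosomal UMIs or more, it called 0, with 84 at an unadjusted p under 0.05. Of the 1221 genes, 372 had groups that did not overlap (417 of all 4274 tested, where chance gives 1.59%, or 67.8 genes). The highest changes among these were Crip1 (log2 fold change 2.05 ± 0.54 SE; 1.95 ± 1.04 against 0.457 ± 0.320 UMIs per 10000), Mgp (1.38 ± 0.31; 0.941 ± 0.126 against 0.353 ± 0.173) and Rbpms (1.13 ± 0.27). The lowest were Dync1i1 (−1.40 ± 0.32), Grm5 (−1.52 ± 0.33; 2.89 ± 0.86 against 8.32 ± 3.37) and Zfp385b (−1.62 ± 0.36). All 6 had an edgeR adjusted p of 0.155 (n = 4 and 5). In venDG, edgeR called 0 of 4079 genes, with 236 at an unadjusted p under 0.05, and DESeq2 called 18.

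Within cell types, most calls fell in dorDG Oligodend1 and venDG Astrocyte-like cells. In Oligodend1 (64 FT and 107 Sham cells) edgeR called 227 of 3693 genes (129 higher and 98 lower in FT), against 569 at an unadjusted p under 0.05. DESeq2 called 199 (159 higher and 40 lower), 94 of them shared with edgeR. The groups did not overlap for 137 of the 227 (242 of all tested, where chance gives 58.6). The highest of these were Cplx2 (log2 fold change 1.74 ± 0.60 SE), Glrx3 (1.61 ± 0.51) and Rnf187 (1.55 ± 0.57), and the lowest were Lrrc7 (−2.20 ± 0.46; 0.344 ± 0.264 against 1.87 ± 0.47 UMIs per 10000), Kcnh7 (−2.24 ± 0.52) and Cntn1 (−2.75 ± 0.73). Their edgeR adjusted p ranged from 0.0601 for Lrrc7 to 0.197 for Rnf187. The Oligodend1 count was 145 without Sham replicate 1, 21 without Sham replicate 2, 29 without Sham replicate 3, 10 without FT replicate 1, 572 without FT replicate 2, and 0 without either FT replicate 4 or FT replicate 5. Among Oligodend1 cells of 2% ribosomal UMIs or more edgeR called 0, with 136 at an unadjusted p under 0.05. The low-ribosomal share of these cells was 28.1% in FT and 64.5% in Sham.

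In venDG Astrocyte-like cells (166 FT and 76 Sham cells, 5 and 4 replicates) edgeR called 146 of 4055 genes (83 higher and 63 lower), with 664 at an unadjusted p under 0.05, and DESeq2 called 50. The groups did not overlap for 41 of the 146 (148 of all tested, where chance gives 64.4). Mrpl27 (log2 fold change 2.61 ± 0.64 SE; 2.09 ± 0.61 against 0.366 ± 0.083 UMIs per 10000), Il33 (2.51 ± 0.83) and Rab11a (2.24 ± 0.73) were the highest of these. Pola2 (−2.45 ± 0.68), Tmtc1 (−2.63 ± 0.68) and Klhl3 (−2.92 ± 0.81) were the lowest, with edgeR adjusted p from 0.139 to 0.179 over the 6. Without FT replicate 1 the count was 1487, and without Sham replicate 4 it was 486. It was 1 without Sham replicate 1, 0 without Sham replicate 2, 75 without Sham replicate 5, 1 without FT replicate 2, 2 without FT replicate 3, 97 without FT replicate 4 and 1 without FT replicate 5. Low-ribosomal cells made up 36.7% of the FT and 75% of the Sham cells of this type.

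The other types had 4 calls at most. In dorDG AstroSub1 edgeR called Gsn (log2 fold change 2.74 ± 0.62 SE, adjusted p = 0.134), and in dorDG Oligodend2 it called Plekhg1 (−3.10 ± 0.50, adjusted p = 0.0248). Microglia2 had Catsperg1 (4.27) and Ttr (3.43), both with an edgeR adjusted p of 0.0241 and overlapping groups, so that they were chosen after their values were seen. In venDG Mural-like cells (3 replicates per group) S100a6 (−3.54) and Nupr1 (−4.66) had groups that did not overlap, while Ptgds (−4.92) and Arhgap28 (5.66) did not meet that rule and were chosen after their values were seen; edgeR adjusted p ranged from 0.0678 to 0.148. DESeq2 called 0 genes in AstroSub1, Microglia2 and Mural-like cells and 2 in Oligodend2. Unadjusted p under 0.05 was reached by 258 genes in AstroSub1, 140 in Microglia2, 103 in Oligodend2 and 165 in Mural-like cells. In dorDG, edgeR called 0 genes in Endothelial (218 at an unadjusted p under 0.05), Granule (332), Microglia1 (76), Mossy (143) and OPC (211) cells. In venDG it called 0 in Endothelial-like (139), Excitatory-like (193), Granule-like (174), Microglia-like (166), OPC-like (178) and Oligodendrocyte-like (169) cells. DESeq2 called 0 in each of these 11 types except Oligodendrocyte-like cells, where it called 3.

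**Figure D3:**
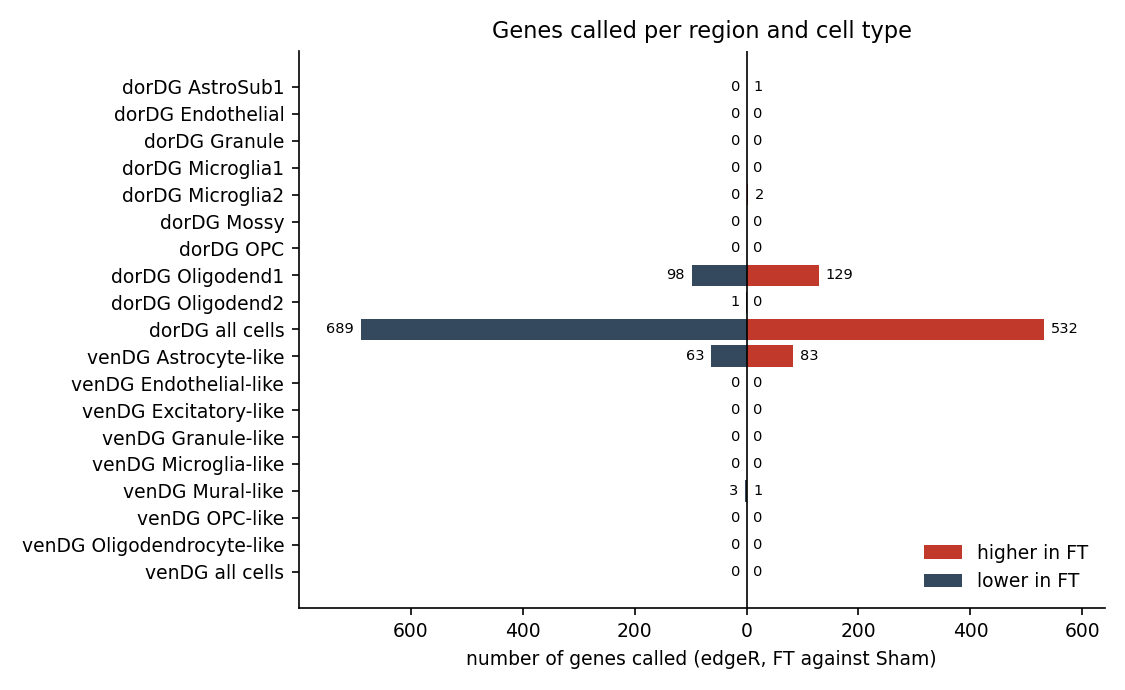
Number of genes called by edgeR as higher or lower in FT (bars) in all cells and in each tested cell type of dorDG and venDG. The bars of all dorDG cells (532 and 689) and of Oligodend1 (129 and 98) are the tallest in dorDG, and those of Astrocyte-like cells (83 and 63) in venDG.

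InhibNeuron cells did not meet the rule of at least 5 cells in at least 3 replicates per group, because the 4 FT replicates held 14, 5, 4 and 4 of them. They were therefore tested with at least 1 cell per replicate (4 FT and 4 Sham replicates, 27 and 120 cells). In that fit edgeR called 0 of 4657 genes, with 766 at an unadjusted p under 0.05, and DESeq2 called 202 (104 higher and 98 lower). The edgeR count was 1369 without Sham replicate 4 and 760 without FT replicate 1, and 0 without each of the other replicates. Among the cells of 2% ribosomal UMIs or more it was 7. With the replicate number as a block, over all these cells, it was 776 (596 higher and 180 lower).

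Genes named by the study were examined as lists fixed in advance. Cox6 was left out because it matches no single symbol, Ndufsv2 was read as Ndufv2, and Atp5f1d was read as Atp5d. In Oligodend1, 11 of the 11 genes in the list changed in the study's direction and 4 were called by edgeR over all genes: Rpl18 (log2 fold change 0.84, adjusted p = 0.158), Rpl23a (0.80, 0.158), Gabrb1 (−1.51, 0.0741) and Syt1 (−1.51, 0.0751). Adjusted over the list alone, 8 were called, which is not independent evidence because the list was chosen on these samples. Among cells of 2% ribosomal UMIs or more, 7 of the 10 tested genes had that direction, 0 were called over all genes and 2 over the list alone. Among all Oligodend1 cells, the number called over all genes was 3 without Sham replicate 1, 2 without Sham replicate 2 or Sham replicate 3, 6 without FT replicate 2, 1 without FT replicate 1, and 0 without FT replicate 4 or FT replicate 5. In InhibNeuron, 11 of the 12 listed genes were tested, 11 changed in the study's direction, 0 were called over all genes and 11 were called when adjusted over the list alone. DESeq2 called 3 of them. Among InhibNeuron cells of 2% ribosomal UMIs or more, 3 of 11 had the study's direction and 0 were called over the list alone. Among low-ribosomal InhibNeuron cells, 117 of the 147, 10 of 10 had it, 0 were called over all genes and 7 over the list alone. For the list from bulk tissue, 3 of 7 genes passed the expression filter over all dorDG cells, all 3 in the study's direction. Over all genes 2 were called, among them Gabrb2 (log2 fold change −1.26, edgeR adjusted p = 0.155), and 3 were called when adjusted over the list alone. Over all venDG cells only Otub1 was tested (log2 fold change 0.10), and it was not called.

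Shared changes of Oligodend1 and InhibNeuron cells were measured across genes. The log2 fold changes of the 2 types had a Spearman correlation of 0.635 over 2856 genes, which are not independent replicates, and 0 genes were called in both. The correlation was 0.199 among low-ribosomal cells and −0.0356 among the other cells. The number of shared calls was 191 without Sham replicate 4 and 6 without FT replicate 1. With the replicate number as a block, 93 genes were called higher and 25 lower in both types.

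The oxidative phosphorylation (oxphos) share addresses energy metabolism. It is the share of UMIs in 82 nuclear-encoded genes. Over all dorDG cells it was 1.53% ± 0.08 in FT (n = 4) and 1.13% ± 0.35 in Sham (n = 5; exact permutation p = 0.0635), and over all venDG cells 1.51% ± 0.12 and 1.22% ± 0.26 (n = 5 each, exact permutation p = 0.0476, or 0.0635 when adjusted over the 2 regions). The venDG difference of 0.292 percentage points ranged from 0.191 to 0.359 when a replicate was left out and no longer passed 0.05 without FT replicate 3, 4 or 5 or without Sham replicate 1, 2, 3 or 5. The dorDG difference passed it without Sham replicate 4. Across 17 cell types the share was higher in FT in 16, and none passed adjustment. In Oligodend1 it was 1.95% ± 0.23 and 1.53% ± 0.26 (exact permutation p = 0.0635, adjusted p = 0.389), and in Astrocyte-like cells 2.41% ± 0.53 and 1.58% ± 0.67 (exact permutation p = 0.0952, adjusted p = 0.389). Within reaction order the difference was 0.186 points in dorDG (exact permutation p = 0.333) and −0.0177 in venDG (exact permutation p = 1). Over all dorDG replicates the difference was 0.167 points among cells of 2% ribosomal UMIs or more (exact permutation p = 0.349) and 0.0784 among low-ribosomal cells (exact permutation p = 0.0476). Over all venDG replicates it was 0.250 points among cells of 2% or more (exact permutation p = 0.0714) and 0.0995 among low-ribosomal cells (exact permutation p = 0.175). Camera, a set test with a preset correlation between genes, called the set higher in 10 of 17 types, while fry, which uses the correlation seen between replicates, called it in 0 (smallest adjusted p = 0.276).

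**Figure D4:**
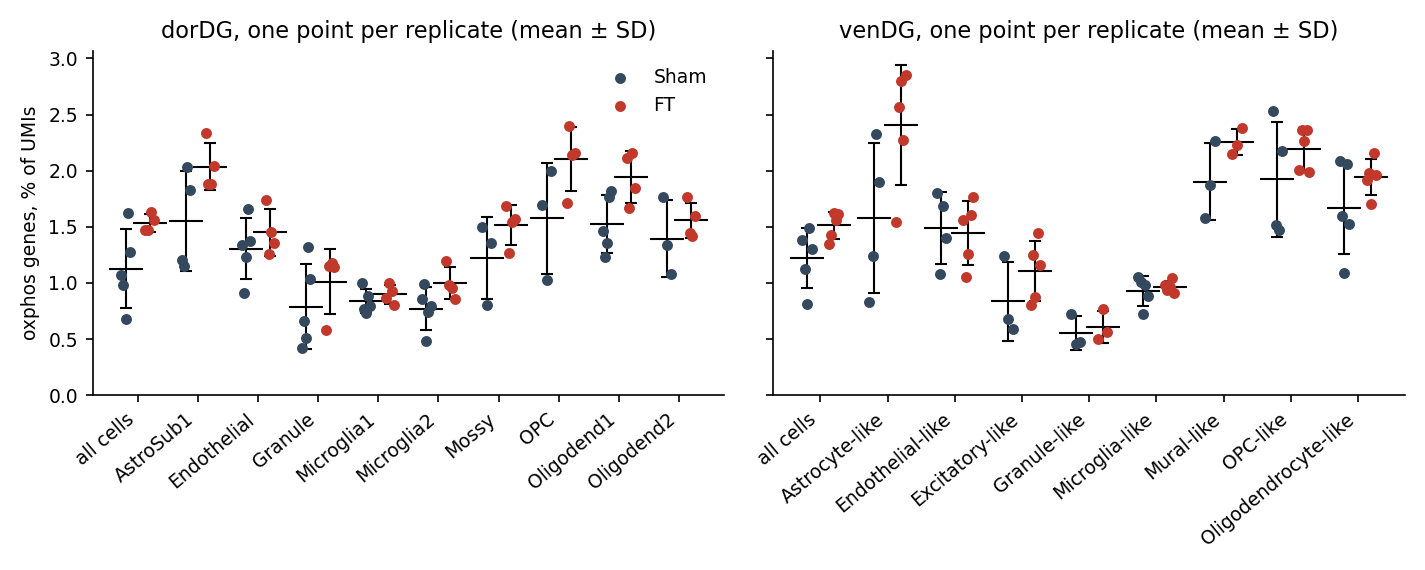
Share of UMIs in oxidative phosphorylation genes over all cells of each replicate (points, percent), with mean and SD, for Sham and FT in dorDG (left) and venDG (right). Means are 1.13% and 1.53% in dorDG, and 1.22% and 1.51% in venDG.

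The ribosomal protein share of UMIs over all cells was 5.22% ± 0.52 in dorDG FT and 3.63% ± 0.90 in dorDG Sham (exact permutation p = 0.0159, or 0.0317 when adjusted over the 2 regions). In venDG it was 5.05% ± 0.64 and 4.23% ± 0.85 (exact permutation p = 0.127). By cell type, Oligodend1 had 4.72% ± 0.62 in FT and 3.2% ± 0.36 in Sham (exact permutation p = 0.0159, adjusted p = 0.180). Microglia-like cells had 7.63% and 6.37% (exact permutation p = 0.0238, adjusted p = 0.180), and OPC-like cells 4.92% and 4.06% (exact permutation p = 0.0317, adjusted p = 0.180). Camera called the ribosomal set in 15 of 17 types, and fry called it in Oligodend1 and Microglia-like cells (adjusted p = 0.0409). Within reaction order, the ribosomal share differed by 0.203 percentage points in dorDG (exact permutation p = 0.333) and by −0.0432 in venDG (exact permutation p = 0.667).

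Whether the treatment effect differed between dorDG and venDG was tested directly, as the interaction of region and treatment. No share of cells or of UMIs passed adjustment. The smallest permutation p was 0.0299 for the microglial share (4.78 percentage points higher in dorDG FT, −4.15 in venDG, adjusted p = 0.658). For the oxphos share of all cells the regional difference was 0.115 points (permutation p = 0.684). In oligodendrocyte precursors edgeR called 1 gene, Mthfd1l (interaction log2 4.19, adjusted p = 0.0430), with 158 at an unadjusted p under 0.05. In oligodendrocytes it called Tmeff2 (−1.07) and Abcc5 (−1.95), both with an adjusted p of 0.159, and 247 at an unadjusted p under 0.05. These 3 genes were chosen after their values were seen. The oligodendrocytes compared were 50.9% (Oligodend1) and 12.6% (Oligodend2) low-ribosomal in dorDG and 10.2% in venDG. A venDG cluster of 95 cells, 98.9% of them low-ribosomal (25 FT and 70 Sham cells), had 2 oligodendrocyte and 2 granule markers and stayed unnamed, outside this class. Without dorDG Sham replicate 2 the oligodendrocyte count was 72 and that of all cells 335. EdgeR called 0 genes over all cells (394 at an unadjusted p under 0.05) and in astrocytes (166), endothelial cells (166), granule cells (147) and microglia (48). DESeq2 was not run for the interaction.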

Values the study reported

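The study described n = 5 replicates for its single-cell profiles and kept 3,517 cells after quality control, which it sorted into 12 cell types. For dorDG oligodendrocyte1 cells it gave 514 genes raised and 301 lowered by fluoxetine, and for dorDG inhibitory neurons 308 raised and 209 lowered. Of these, 148 raised and 47 lowered genes were common to both cell types. It reported more granule cells in fluoxetine-treated venDG with a P value of 0.03, and in dorDG fewer inhibitory neurons and more mossy cells, each with a P value of 0.03. Its oxidative phosphorylation module score rose in 5 of 12 dorDG cell types.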

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

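In this part, the restriction to cells of 2% ribosomal UMIs or more was chosen only after the results were seen, and the other tests were set beforehand.

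Of 78 groups of 4 or 5 replicates examined, 5 held a replicate far from the others by Dixon's criterion, where chance gives 3.9, so the number of such replicates is near what chance gives. The median UMIs per cell of venDG Sham replicate 4 was 4216, above 2663 to 3004.5 in the other 4. ExcitNeuron cells made up 13.2% of dorDG FT replicate 2 and 0.763 to 2.1% of the others. Granule cells made up 25.4% of dorDG Sham replicate 2, against 3.91 to 10% in the others, and without it the Granule difference between FT and Sham went from −3.34 to 0.294 percentage points. Microglia2 cells made up 11% of dorDG Sham replicate 3, against 5.07 to 6.09%. For these 4 values no technical explanation was tested apart from chance, and no biological explanation was tested, because replicates of a group share region and treatment.

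The total of dorDG Sham replicate 1, 1105869 UMIs, lay above the 490584 to 608481 UMIs of the other Sham replicates of the region. That replicate also had the most cells of its group (230). A difference in depth between replicates as the source of the genes called over all dorDG cells was tested by thinning each replicate to the smallest total, 490584 UMIs. The median number of calls over 10 draws was then 1019 (955 to 1103), against 1221 at full depth, which argues against depth as the cause of most of these calls.

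The FT effect differed between regions for 1 gene in oligodendrocyte precursors and for 2 genes in oligodendrocytes. Mthfd1l had 4.56 ± 3.42 UMIs per 10000 in dorDG FT, 0.872 ± 0.606 in dorDG Sham, 1.91 ± 0.81 in venDG FT and 7.7 ± 8.5 in venDG Sham. Tmeff2 had 12.3 ± 2.5, 18.4 ± 1.5, 16.7 ± 3.7 and 11.4 ± 1.3 in the same order, and Abcc5 0.898 ± 0.064, 1.99 ± 0.32, 1.55 ± 0.41 and 0.841 ± 0.415. Chance was tested by permuting treatment within region. As many genes were called in 21 of 100 arrangements for precursors and in 12 of 100 for oligodendrocytes, so chance cannot be excluded for either count. Among oligodendrocytes of 2% ribosomal UMIs or more the count was 0, on fewer cells. The class held more low-ribosomal cells in dorDG (50.9% of Oligodend1, 12.6% of Oligodend2) than in venDG (10.2%), where an unnamed cluster of 95 mostly low-ribosomal cells stayed outside it, so the comparison may set unlike cells together. Between 0 and 72 genes were called in oligodendrocytes when a replicate was left out, with 72 without dorDG Sham replicate 2. A regional response to fluoxetine stays open and was not tested apart from these counts.

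Among the venDG columns, 167 of the 170 that carry a second suffix share a barcode with the 177 cells of the reaction they name. Cells of the same barcode had a median correlation of 0.725 (0.643 to 0.848) between the columns, and shuffled pairs 0.158 (at most 0.330). The repeat columns had a median of 1302 UMIs against 1582. The columns therefore appear to be the same cells counted again. No biological explanation was tested for them. Including them was not run for every venDG result. Where it was run, each result stayed on its side of its threshold but for the oxphos share over all cells. That difference was 0.264 percentage points and no longer past 0.05.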

How the results depend on the processing

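In this part, the alternatives chosen only after seeing the data are the split of cells at 2% ribosomal UMIs, the low-ribosomal share as a covariate, the repeat-run cells, resolution 1.0, at least 1 cell for shares of UMIs, the omission of hemoglobin-rich cells and the adjustment of shares over all cells over the 2 regions. The cause was not tested for any change below unless it is named.

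Over 132 results, 1943 of 2271 alternative values kept their direction and side of the threshold, or for counts stayed within 1.5 times, and 328 changed. Of these, 74 reversed in direction, 0 of them past a threshold in either setting. Of 100 tested shares and medians, 2 passed 0.05 to begin with, the oxphos share over all venDG cells and the ribosomal share over all dorDG cells, whose p was not adjusted. Another 6 had an unadjusted p under 0.05 but did not pass after adjustment. With the shares over all cells adjusted over the 2 regions, the oxphos difference of 0.292 points over all venDG cells no longer passed (adjusted exact permutation p = 0.0635), and the ribosomal share over all dorDG cells did (0.0317). None of the values run changed with log2 shares (23 values), with neural cells only (16), with mitochondrially encoded genes out of the denominator (38) or without hemoglobin-rich cells (1, the Granule share). At resolution 1.0 the 9 venDG shares of cells with a value kept their direction. Granule-like and Inhibitory-like cells formed no cluster of their own there and had no value, and shares of UMIs and called genes were not run. Counts of called genes were the least stable.

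With DESeq2 the counts were 1849 over all dorDG cells (main 1221), 18 over all venDG cells (0), 0 in AstroSub1 (1), 0 in Microglia2 (2), 2 in Oligodend2 (1), 50 in Astrocyte-like (146), 0 in Mural-like (4), 3 in Oligodendrocyte-like cells (0) and 3 for the study's InhibNeuron genes (0). In simulated data with 4-fold changes, the false part of the calls was 30.3% for DESeq2 and 16.8% for edgeR over all dorDG cells, but 9% and 14.4% in Oligodend1 and 10.8% and 19.1% in Astrocyte-like cells. Genes were drawn independently there, so these parts may be too low for the real replicates. At an adjusted p of 0.05, which calls fewer genes by construction, edgeR called 0 over all dorDG cells, 0 in AstroSub1, 0 in Oligodend1, 1 in Astrocyte-like, 0 in Mural-like cells and 0 for the regional difference in oligodendrocytes; the unadjusted and DESeq2 counts of these are in the results above.

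With library size only, the calls over all dorDG cells were 316 higher and 817 lower, against 532 and 689, those of Oligodend1 60 and 96, and those of Astrocyte-like cells 19 and 83, so the balance of directions depends on the normalization. AstroSub1 then had 0 calls, Granule 4 and OPC 2. With filterByExpr the counts were 344 over all dorDG cells, 0 in AstroSub1, 5 in Granule, 0 in Microglia2, 1 in OPC, 0 in Astrocyte-like and 0 in Mural-like cells. With no filter, which tests more genes, they were 207 over all dorDG cells, 3 over all venDG cells, 2 in AstroSub1, 17 in Endothelial, 4 in Granule, 5 in Microglia1, 21 in Mossy, 4 in OPC, 41 in Oligodend1, 9 in Oligodend2, 29 in Astrocyte-like, 9 in Endothelial-like, 23 in Excitatory-like, 2 in Granule-like, 11 in Microglia-like, 11 in Mural-like, 18 in OPC-like and 14 in Oligodendrocyte-like cells.

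With at least 1 cell per replicate, AstroSub1 had 4 calls, Mossy 12, Oligodend2 2, Granule-like 11 and OPC-like 11, and the ribosomal share turned to −0.131 percentage points in Endothelial-like and 1.02 in Mural-like cells. With at least 10 cells, AstroSub1 had 0 calls and Astrocyte-like cells 75. With cells of at most 10% mitochondrial UMIs, AstroSub1 had 0 calls and Astrocyte-like cells 4, and the shares of AstroSub1 and Endothelial-like cells turned to −0.256 and 0.198 percentage points.

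By the study's test on log2 values the counts were 0 over all dorDG cells, 0 in AstroSub1, 2 in Granule, 0 in Microglia2, 1 in Mossy, 52 in Oligodend1, 0 in Oligodend2, 2 in Astrocyte-like, 3 in Granule-like, 2 in Mural-like and 1 in Oligodendrocyte-like cells. By the study's rule on outlying replicates, which leaves fewer replicates, they were 0 in AstroSub1, 0 in Microglia2, 1 in OPC, 23 in Oligodend1, 1487 in Astrocyte-like and 1 in Mural-like cells. Without mitochondrial, ribosomal and oxphos genes, Oligodend1 had 128 calls, Astrocyte-like cells 250 and Granule-like cells 3, the correlation between Oligodend1 and InhibNeuron changes was 0.588, and 9 calls were shared.

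Among cells of 2% ribosomal UMIs or more, 0 genes were called over all dorDG cells, 0 in Microglia2, 0 in Oligodend1, 18 in Astrocyte-like cells, 0 of the study's genes in Oligodend1 and over all dorDG cells, and 0 for the regional difference in oligodendrocytes. The correlation was −0.0356. The oxphos share of all venDG cells differed by 0.250 points and was no longer past 0.05, and that of Microglia-like cells turned to −0.0186. Shares of cells turned to 0.793 points in InhibNeuron, −4.88 in Microglia1, −0.144 in Oligodend2 and 1.09 in Granule-like cells. Among cells under 2%, 23 genes were called over all dorDG cells, 2 in AstroSub1, 13 in Granule and 0 of the study's genes over all dorDG cells, and the correlation was 0.199. The oxphos difference was 0.0784 points over all dorDG cells, now past 0.05, and 0.0995 over all venDG cells, no longer past it. Shares of cells turned to 0.366 points in Endothelial, 3.69 in Granule, −1.13 in Microglia2 and 1.81 in Endothelial-like cells. Both restrictions leave fewer cells. With the low-ribosomal share as a covariate the counts were 0 over all dorDG cells, 4 in Microglia2, 2 in OPC, 0 in Oligodend1, 6 in Oligodend2, 0 in Astrocyte-like, 10 in Mural-like and 3 in Oligodendrocyte-like cells. With the repeat-run cells included, the oxphos difference over all venDG cells was 0.264 points and no longer past 0.05.

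Camera gave a mean log2 fold change of 0.573 for the oxphos set over all dorDG cells and of 0.225 for the ribosomal set over all venDG cells, both now past 0.05, and 25 further sets within cell types passed it. Fry gave 0.261 for the oxphos set over all venDG cells, no longer past 0.05, and 2 sets within cell types passed it. Averaging over cells gave an oxphos difference of 0.50 points over all dorDG cells, now past 0.05, and of 0.326 over all venDG cells, no longer past it. It turned the venDG mitochondrial share to 0.0701 and the Mural-like ribosomal share to 0.559. Thinning cells to 1000 UMIs, which leaves out cells below that depth (56 of 570 and 86 of 719 in dorDG FT and Sham, 113 of 1249 and 74 of 809 in venDG), turned the oxphos share of Granule cells to −0.0325 and of Granule-like cells to −0.0661.

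Replicate numbers are shared between FT and Sham. Profiles of the same number were correlated above 0.1 in 2 of 4 dorDG pairs (−0.217 to 0.371, median 0.113) and in 4 of 5 venDG pairs (−0.142 to 0.271, median 0.203). For unlike numbers it was 5 of 16 dorDG pairs (−0.335 to 0.355, median −0.0682) and 4 of 20 venDG pairs (−0.351 to 0.333, median −0.0330). The medians were higher for the same number, but the ranges overlap. This goes with pairs, most in venDG, but does not establish them. The reaction names run in the order of these numbers, so samples of a number may have been processed together, which no label states. The study's methods do say that matching Sham and FT samples of a replicate were handled in parallel. That statement stands in a section on frozen tissue for bulk assays, whereas these punches came from fresh brains. Whether the numbers pair these samples therefore stays open. With the replicate number as a block, edgeR called 0 genes over all dorDG cells, 0 in AstroSub1, 39 in Granule, 0 in Microglia2, 11 in Mossy, 0 in Oligodend2, 314 in Astrocyte-like, 4 in OPC-like and 13 in Oligodendrocyte-like cells. In InhibNeuron it called 776 genes (596 higher and 180 lower), against 0 without the block. It called 8 of the study's InhibNeuron genes and 0 over all dorDG cells, the correlation was 0.587 with 118 shared calls, and the regional difference had 1 gene in endothelial cells and 11 in oligodendrocytes. Under a sign-flip of the differences within a number, the oxphos difference over all venDG cells was 0.292 and the ribosomal difference over all dorDG cells 1.23, both no longer past 0.05, which 4 or 5 pairs cannot reach. The AstroSub1 share turned to −0.294, and the oxphos share to 0.00400 in Endothelial-like and −0.0705 in Granule-like cells.

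Leaving out each replicate in turn gave these ranges of called genes: 0 to 2022 over all dorDG cells (0 without Sham replicate 3, 2022 without Sham replicate 2), 0 to 572 in Oligodend1 (0 without FT replicate 4, 572 without FT replicate 2), 0 to 1487 in Astrocyte-like (0 without Sham replicate 2, 1487 without FT replicate 1), 0 to 10 in AstroSub1 (10 without Sham replicate 5), 0 to 27 in Granule (27 without Sham replicate 5), 0 to 3 in Microglia2 (3 without Sham replicate 5), 0 to 1 in OPC (1 without Sham replicate 1), 0 to 5 in Oligodend2 (5 without Sham replicate 3), 0 to 1 in Excitatory-like (1 without Sham replicate 1), 0 to 2 in Mural-like (2 without Sham replicate 1), 0 to 2 in OPC-like (2 without Sham replicate 2) and 0 to 5 in Oligodendrocyte-like cells (5 without Sham replicate 4). For the study's genes they were 0 to 9 in InhibNeuron, 0 to 6 in Oligodend1 and 0 to 3 over all dorDG cells. The correlation ranged from 0.547 to 0.670 and the shared calls from 0 to 191 (191 without Sham replicate 4). The regional difference had 0 to 1 genes in astrocytes, 0 to 1 in oligodendrocyte precursors, 0 to 72 in oligodendrocytes and 0 to 335 over all cells, the highest without dorDG Sham replicate 2 in the last pair.

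For shares of cells the differences in percentage points ranged from −0.294 to 1.76 in AstroSub1, −3.18 to 0.776 in Endothelial, −2.25 to 1.89 in ExcitNeuron, −5.07 to 0.294 in Granule, −0.167 to 2.72 in Microglia1, −2.57 to 0.807 in Endothelial-like, −1.61 to 0.174 in Granule-like and −1.29 to 1.01 in OPC-like cells. Genes per cell in dorDG ranged from −81.1 to 237. The oxphos difference ranged from 0.297 to 0.532 over all dorDG cells, 0.191 to 0.359 over all venDG cells, −0.182 to 0.0593 in Endothelial-like, −0.0219 to 0.144 in Granule-like and −0.0152 to 0.0677 in Microglia-like cells. The ribosomal difference ranged from 0.574 to 1.14 over all venDG cells (past 0.05 without Sham replicate 4), −0.185 to 0.417 in Microglia1 and −0.475 to 0.331 in Mural-like cells, and over all dorDG cells from 1.23 to 1.81, past 0.05 throughout. Regional differences ranged from −0.0181 to 0.465 for the oxphos share in oligodendrocyte precursors and −0.164 to 0.0855 in oligodendrocytes, from −2.84 to 1.12 for the endothelial and −4.33 to 1.03 for the granule share of cells, and for the ribosomal share from −0.787 to 0.0558 in astrocytes, −0.0148 to 0.908 in endothelial cells, −0.326 to 1.17 in granule cells, −0.397 to 0.279 in microglia and −0.578 to 0.283 in oligodendrocyte precursors.

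Depth limits what was called within types: InhibNeuron, ExcitNeuron, BergGlia, Erythroid-like and Inhibitory-like cells had too few replicates with 5 cells to be tested under the main rule, and some alternatives gave no value for other types for the same reason.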

Other observations

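In this part, the comparisons among cells of 2% ribosomal UMIs or more for the called genes and the mossy share, that among both kinds of cells for the inhibitory and oxphos shares, the test of a rise in every cell, the comparison of replicates with 1 reaction, the random removal of cells for the correlation, the comparison by reaction order for the low-ribosomal share and the oxphos share, the Snhg11 test and both hemoglobin tests were chosen only after the results were seen. The counts over other splits, the gene direction test, the random removal of cells for the called genes, the immediate early gene test, the tests of depth and the shared changes among cells of 2% or more were set before their results were seen.

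The low-ribosomal cells may be nuclei and the others whole cells, since the study's methods describe both. In 17 of 17 cell types compared, immediate early genes, which rise during dissociation of fresh tissue, took a lower share of UMIs in low-ribosomal cells (1.31 to 29.8 times lower, median 3.52). Snhg11, the only listed nuclear RNA of 6 that the tables hold, was higher in low-ribosomal cells in 4 of 4 neuronal types (1.09 to 4.20 times). Both fit nuclei. Oxphos shares were lower in low-ribosomal cells in 17 of 17 types and mitochondrial shares in 13 of 17. The mitochondrial share was higher in low-ribosomal cells of Endothelial (7.58% against 7.17%), Endothelial-like (13.7% against 8.05%), OPC-like (8.70% against 5.69%) and Oligodendrocyte-like cells (12.5% against 7.05%). In those types the low-ribosomal cells may not be nuclei alone. Lower depth of those cells is argued against by the 8 of 8 replicates whose second reaction lay above the first among cells of 1500 to 3000 UMIs. The labels do not say which reaction held nuclei, so this reading remains a hypothesis.

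In replicates with 2 reactions the low-ribosomal share fits a mix of whole cells and nuclei: in 8 of 8 the second reaction lay above the first. In the dorDG replicates with 1 reaction the difference between FT and Sham was −34.7 percentage points (2 against 3 replicates, exact permutation p = 0.2, the smallest possible). A different mix and another cause of that gap cannot be told apart, because the labels do not say what those reactions held. Ribosomal transcripts raised by fluoxetine in every cell, as the whole cause of the lower share in dorDG FT, are argued against. A factor of 3.73 would bring the Sham share down to that of FT, whereas the 90th percentile of the ribosomal share over all cells was 1.22 times as high in FT (1.05 to 1.31 over the FT replicates, exact permutation p = 0.0476). A rise in some cells only and a change in which cells survive dissociation after fluoxetine were not tested.

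The genes called over all dorDG cells were set beside other splits of the 9 replicates. As many calls came from 3 of 100 splits, the real one included, so chance alone is argued against if the replicate number is ignored. These splits, like those of the other dorDG results below, took no account of that number. With the number as a block edgeR called 0 genes over all dorDG cells. The other 2 splits, with 1833 and 1773 calls, also parted replicates by their low-ribosomal share (22.4 and 31.2 percentage points), and the real split differed by −28.1 points. Of the 8 splits at least 22.4 points apart, a boundary set after the values were seen, 4 gave 1157 to 1833 calls and 4 gave 0 by edgeR. Of the 92 closer splits only 1 gave 100 calls or more. Many calls thus came mostly from splits that part the low-ribosomal share, though such a parting did not always bring them. Of the called genes, 98.8% (1206 of 1221) changed in the direction in which the first reactions of venDG differ from the second (98.7% without mitochondrial, ribosomal and oxphos genes). Over all 4274 genes the Spearman correlation of both contrasts was 0.901, and 1 of 126 splits gave one as large, the real one. This fits the mix of cells and nuclei as a source of the calls, but does not part it from a difference in cell types. Inhibitory cells made up 1.05% (FT) and 0% (Sham) of the first venDG reactions and 6.55% and 3.56% of the second. In dorDG InhibNeuron cells made up 4.86% of FT and 17.1% of Sham cells. Among cells of 2% ribosomal UMIs or more 0 genes were called by edgeR, but that value decides nothing, because random removal of as many cells left a median of 1.5 calls (0 to 1418 over 20 draws), so that lower power explains it as well. With the low-ribosomal share as a covariate 0 genes were called by edgeR (96 at an unadjusted p under 0.05), while 672 genes followed the covariate. An effect of fluoxetine that runs in the same direction cannot be excluded.

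For Oligodend1, 2 of 100 splits gave as many calls, so chance alone is argued against. The direction test, against the reactions of all venDG cells, gave 97.8% (222 of 227, or 98.1% without the special gene sets). The Spearman correlation was 0.737 over all genes, with 1 of 126 splits as large. Both fit the mix of cells and nuclei, though those reactions also differed in cell types. The 0 calls among cells of 2% ribosomal UMIs or more cannot be told apart from lower power, as random removal left a median of 6.5 calls (0 to 299). With the low-ribosomal share as a covariate 0 genes were called by edgeR (135 at an unadjusted p under 0.05). Only 1 gene followed the covariate, so that fit favoured neither the mix nor treatment. Several of the lowered genes are neuronal, and RNA freed from neurons might contribute to them, which was not tested.

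For venDG Astrocyte-like cells, 11 of 100 splits gave as many calls, so chance cannot be excluded. Of the calls, 95.9% (140 of 146; 95.6% without the special gene sets) had the direction of first against second reactions of dorDG AstroSub1 cells, but 17 of 126 splits gave a Spearman correlation as large as 0.576. There were 18 calls among cells of 2% ribosomal UMIs or more and a median of 3.5 (1 to 644) after random removal. With the low-ribosomal share as a covariate 0 genes were called by edgeR (195 at an unadjusted p under 0.05). In that fit 1320 of 4055 genes followed the covariate, which goes with the mix. The type joins a cluster of 94.7% low-ribosomal cells (58 FT and 56 Sham cells) with clusters of 0% (41 and 3) and 11.9% (67 and 17). The mix of whole cells and nuclei, chance and treatment still cannot be told apart for these genes, because the splits do not exclude chance.

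Chance cannot be excluded for the few calls in the other types either: as many calls came from 28 of 35 splits in AstroSub1, 92 of 100 in Microglia2 and 11 of 35 in Oligodend2. In Mural-like cells it was 3 of 10 splits, a design in which the share cannot fall under 0.05.

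For the correlation between Oligodend1 and InhibNeuron changes, 2 of 100 splits were as large as 0.635 (median of the others 0.182, −0.175 to 0.653), so chance alone is argued against. Another 4 splits had more shared calls. Among cells of 2% ribosomal UMIs or more, of which InhibNeuron had 17 in FT and 13 in Sham, the correlation was −0.0356. Random removal of as many cells left a median of 0.349 (0.167 to 0.486), and 0 of 20 draws were as low as −0.0356, so the smaller number of cells explains part of the drop but not all of it. This fits a shared mix of whole cells and nuclei in the replicates as a source of the correlation.

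The mossy share differed by 6.61 percentage points among cells of 2% ribosomal UMIs or more, in which the mix is largely removed, so the mix as the whole cause is argued against. The higher mossy share might reflect fluoxetine, differences in the tissue punched, or chance, since its adjusted p was 0.349. Where the punches lay was not tested. The name Mossy was taken from the authors and was not tested with markers. Of these cells 11.1% were low-ribosomal, against 79.6 to 80% of Granule, InhibNeuron and ExcitNeuron cells and 7.78% of Endothelial cells. Whether all of them are mossy cells therefore stays open. The inhibitory share differed by 0.793 points among the same cells, but by −19.1 points among low-ribosomal cells (exact permutation p = 0.143). The mix and a lower share of inhibitory nuclei or cells in FT cannot be told apart, because the replicate spread among low-ribosomal cells is wide (SD 12.8 and 18.5).

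For the oxphos share over all dorDG cells, the difference within reaction order was 0.186 points. It was 0.331 points in the first reactions (81.1% of the 0.408 points over all replicates) and 0.042 in the second (10.3%). That comparison rests on 2 FT and 2 Sham replicates (exact permutation p = 0.333, the smallest possible). Over all 4 FT and 5 Sham replicates, the difference was 0.167 points among cells of 2% ribosomal UMIs or more (exact permutation p = 0.349) and 0.0784 among low-ribosomal cells (exact permutation p = 0.0476, not adjusted for the 2 kinds of cells). The mix of whole cells and nuclei as the whole source and a treatment effect beside it cannot be told apart, because the difference shrank within both kinds of cells but stayed above 0, near the threshold in 1 and within the replicate spread in the other.

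Of 119 dorDG Granule cells, 10 had over 5% of their UMIs in hemoglobin genes (median 56.9%), with 8078.5 UMIs per cell against 1229 in the others, and they held 5 FT and 5 Sham cells. Of these 10, 2 had a UMI of any of 6 granule markers, against 49 of the other 109 (45.0%; Fisher's exact test p = 0.185). Granule cells with free hemoglobin RNA are argued against, because each of the 10 cells had at least 43.7 times the hemoglobin UMIs expected from the other cells of its replicate (median 368 times). Red blood cells alone and red blood cells in a droplet with a granule cell cannot be told apart, because the cells are too few. No biological explanation was tested. In venDG, 20 of 21 such cells fell in the Erythroid-like cluster.

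Some values here differ from those quoted above. The tests are unlike. For genes the study removed outlying replicates and ran a t-test on log2 values, whereas edgeR fitted counts of all replicates. With the study's test alone the Oligodend1 count here, given above among the alternatives, was lower still. For shares of cells the study's figure names a Wilcoxon test, whereas exact permutation was used here. In dorDG Oligodend1, 129 genes were called higher and 98 lower. That is lower than the values quoted from the study above. When a replicate was left out, the count ranged from 0 to 572. In dorDG InhibNeuron, edgeR called 0 genes (766 at an unadjusted p under 0.05), and DESeq2 called 104 higher and 98 lower. That is lower than the values quoted from the study above. When a replicate was left out, the edgeR count ranged from 0 to 1369. With the replicate number as a block it was 776, with 596 genes higher and 180 lower. The number raised then lay above that of the study and the number lowered below it. The number of genes called in both types was 0. That is lower than the value quoted from the study above. It ranged from 0 to 191 when a replicate was left out. With the replicate number as a block, 93 raised and 25 lowered genes were shared. Of 9 dorDG types tested, 0 had an oxphos share that passed adjustment by exact permutation. That is lower than the value quoted from the study above. The measures are unlike, because the study scored single cells, while here a replicate was the unit. No dorDG type alone could have reached an adjusted p under 0.270, and camera called the set higher in 7 of the 9. The p of the venDG Granule-like share was 0.667 by exact permutation, with cell types rebuilt from the counts. That is higher than the value quoted from the study above. The share was 2.77% in FT and 3.51% in Sham, a direction opposite to the one described above. That direction depended on the cells compared. Among cells of 2% ribosomal UMIs or more the share was 1.09% in FT and 0% in Sham (exact permutation p = 0.0476, adjusted p = 0.306). Among low-ribosomal cells it was 6.93% and 10.2% (exact permutation p = 0.675). The p of the dorDG InhibNeuron share was 0.127 by exact permutation. That is higher than the value quoted from the study above. The overlap of the groups rests on Sham replicate 2, which had 0% InhibNeuron cells. The other Sham replicates had 11.9 to 31%, above the 2.54 to 9.79% of the FT replicates. The p of the dorDG Mossy share was 0.0159 by exact permutation. That is lower than the value quoted from the study above.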
